A study of Mus musculus with 4 samples. Its data were reported in "Skeletal Maturity and Age‐Related Changes in Immune Cells and Circulatory Factors Impair Large‐Scale Bone Regeneration" (2025).

How the data were processed

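The data are 4 single-cell RNA sequencing libraries (10x Genomics 3′ chemistry) of rib callus cells, 1 per combination of age (immature, 7 weeks; mature, 12 months) and day (5 and 14 dpr), each made from 2 pooled calluses. The deposited files hold UMI counts per gene and barcode, which the authors made with Cell Ranger 6.0.1 on the mm10 mouse genome according to their notes, while an older version is named in the paper's methods. The values were checked to be whole counts, with 32285 genes in each library. There were 45347 barcodes. The deposited files carry no cell types, so classes were rebuilt. Gene positions were taken from a GENCODE annotation of GRCm38, matched by gene identifier (403 of 403 genes looked up).

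Cells were kept with 200 to 5000 genes and at most 10% mitochondrial UMIs, the filter the study states. This left 32733 cells, 77.4% and 78.1% of the barcodes of the immature libraries at 5 and 14 dpr and 59.8% and 59.4% of those of the mature libraries. More than 10% mitochondrial UMIs removed 1406 and 2634 barcodes of the immature libraries and 570 and 2919 of the mature ones. Fewer than 200 genes removed 627 and 1644 (immature) and 1208 and 888 (mature), and more than 5000 genes removed 622 and 175 (immature) and 103 and 326 (mature). The number of cells the study kept is not given in the sources used here. The median number of genes per kept cell was 2211 and 1021 in the immature and 383 and 2187 in the mature libraries.

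Doublets were kept, since the study names no doublet step. Scrublet (through scanpy 1.11.5) called 188 of 8889 and 653 of 15552 cells in the immature libraries but 3 of 2556 and 3 of 5736 cells in the mature libraries. Why it called so few in the latter was not tested. As an alternative chosen after the data were seen, the highest scores were removed at an expected rate of 0.8% per 1000 barcodes, which took out 817 and 2478 cells of the immature and 87 and 443 cells of the mature libraries.

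The 4 libraries were clustered together in Seurat 5.3.0 (R 4.3.3) with log-normalised counts, 2000 variable genes, 20 principal components and Louvain clustering at resolution 0.1, without integration. This gave 13 clusters. Each was named from a table of marker genes written before the data were examined, as were the gene lists, the comparisons, the rule for named genes and the alternatives other than those said to be added. A name needed at least 3 markers of the class that were found in at least 10% of the cells at a mean 2-fold or more above that of the other cells, and a cluster took the class with the highest marker score. The 13 clusters fell 1 to each of 13 classes. The osteochondrogenic-like cluster was led by Dcn, Col1a1, Ibsp, Thbs4 and Lum. Because its defining genes overlap those compared, clustering was repeated without 218 genes, those of the lists compared in it and its markers. Class shares were recomputed from that clustering, but expression was not, so the overlap was not checked for the expression results. The osteochondrogenic-like and macrophage-like cells were sub-clustered without the listed genes, and sub-clusters are named by their leading genes.

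Shares are given over all kept cells of a library and over those outside the erythrocyte-like and erythroblast-like classes, with exact Clopper-Pearson intervals. For expression, UMIs were summed over the cells of a class in a library and divided by the class total, as UMIs per 1000000 (CPM), in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Each log2 ratio has an exact interval from the Poisson counts. With 1 library per group no test within a day or within an age was possible. A fit of age and day together, which would leave 1 residual degree of freedom, was not run, and no p-value is given. A fold against 0 UMIs was computed against a floor of 3 UMIs over the class. A class was compared only with at least 20 cells in both libraries, which left out the B cell-like cells at 5 dpr. Figures were drawn with matplotlib 3.10.9.

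The 27 gene lists were written from general knowledge, apart from 1 list of genes that the study names in osteochondrogenic cells and 1 of its candidate ligands. A list member was measured with at least 10 UMIs over both libraries, and was higher or lower when its log2 ratio was at least 1 in size. The interval of a list's median came from 1000 Poisson redraws of the counts. The median's place among the medians of 10000 random lists, matched over 25 bins of expression, describes these libraries only. In osteochondrogenic-like cells the lists were chondrogenic, osteogenic, Hedgehog, TGF-β and BMP, fibrosis and matrix, progenitor and fibroblast, tendon, adipogenic, proliferation, senescence and inflammatory factor, hypoxia and glycolysis, immediate-early and stress, nuclear RNA and study genes. In immune and endothelial-like cells they were proliferation, stress, nuclear RNA, inflammatory, repair, antigen presentation, chemokine receptor, interferon, osteoclast and candidate ligand genes, B cell precursor and mature B cell genes, neutrophil precursor and activation genes, and angiogenic and adhesion genes.

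The named genes were the list members in their classes and, by rule, the 10 genes most higher and the 10 most lower between ages in osteochondrogenic-like cells on each day, and 5 of each in the other classes and between days. A gene was eligible with at least 50 CPM in the higher library and 30 UMIs over both, ranked by the bound of its interval nearest 0. Mitochondrial, ribosomal, haemoglobin, immunoglobulin and unnamed predicted genes were left out, and so were genes with at least 10 times the CPM in another class of the higher library, which free RNA could carry over. The text describes some of these genes and not all, and single-gene results of some genes are not reported here.

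Shares of cells with a UMI were computed after each cell was thinned at random to 2000 UMIs, with shallower cells left out, and are given beside unthinned shares and, for the genes read singly, shares in neutrophil-like cells. The calculation was tested on simulated data for osteochondrogenic-like cells at 5 dpr, with the depth of both libraries, 14998 genes and 50 genes altered at each size. The median log2 ratio of genes altered 2-fold was 0.98 (higher) and −1.00 (lower), that of genes altered 4-fold was 1.98 and −2.10, and that of unaltered genes lay near 0. The intervals held the simulated value for 94% to 96% of altered genes and 96.9% of unaltered genes. The simulated counts were independent Poisson draws of class totals, which is what the intervals assume. This checks the calculation only and does not show that the intervals cover the spread between cells or between mice.

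Alternatives were no filter on cells, a stricter filter (at least 500 genes, under 5% mitochondrial UMIs and no upper limit on genes), resolution 0.5, removal of Scrublet doublets, clustering of each library alone, shares outside the erythroid classes, CPM without haemoglobin, mitochondrial and ribosomal protein genes, free RNA subtracted, the mean over cells with each cell weighing the same, no minimum of UMIs for list members, and no thinning or thinning to 1000 UMIs. Free RNA was given the profile of all barcodes of the library and scaled so that the class kept no haemoglobin UMIs. It was estimated at 10.5% and 13.3% of UMIs in osteochondrogenic-like cells of the immature and 11.2% and 8.42% of the mature libraries at 5 and 14 dpr, and at 12.6%, 24.1%, 7.31% and 18.3% in macrophage-like cells in the same order. This subtracts too much where haemoglobin lies in the cells themselves. It subtracts too little where whole red cells give that profile more haemoglobin than the free RNA holds. Haemoglobin took 47.0% of the UMIs of all barcodes in the mature library at 5 dpr and 2.43% in the immature one. Alternatives chosen after the data were seen were removal of doublets at the expected rate, clustering without the listed genes, cells with at least 2000 UMIs, the largest sub-cluster of each of the osteochondrogenic-like and macrophage-like classes alone, and an immature profile weighted to the mature sub-cluster make-up. That weighting used each sub-cluster's share of the class UMIs of the mature library, not its share of cells. The microscopy and flow cytometry of the study were not used here.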

Results

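Single-cell RNA sequencing (10x Genomics 3′ libraries, in which each captured RNA molecule carries a unique molecular identifier, UMI) was carried out on repair calluses formed after resection of a large rib segment in immature (7 weeks) and mature (12 months) mice, at 5 and 14 days post resection (dpr). Each combination of age and day was 1 library made from 2 pooled calluses, so no group had a replicate, and every difference below is between libraries. The immature libraries held 102885898 UMIs in 11491 barcodes at 5 dpr and 85944589 in 19915 barcodes at 14 dpr. The mature libraries held 30175679 UMIs in 4277 barcodes at 5 dpr and 62527703 in 9664 barcodes at 14 dpr. Filtering left 8889 and 15552 cells of the immature calluses and 2556 and 5736 cells of the mature calluses, at a median of 7097, 3215.5, 6817 and 6348.5 UMIs per cell. Haemoglobin genes took 45.3% of the kept UMIs of the mature library at 5 dpr, against 1.67% in the immature library of that day, and 13.2% (immature) and 4.10% (mature) at 14 dpr. Intervals are 95% intervals, follow the value they belong to and cover counting error only. Those of expression treat UMIs as independent, although the UMIs of a gene can lie in few cells. They leave out the sampling of cells and are too narrow where that is so, above all in small classes.

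The first comparison asked how the cell make-up of the callus differed between ages. Osteochondrogenic-like cells, the class that carried fibroblast, cartilage and bone matrix genes, made up 28.7% (27.8 to 29.7) of the immature callus at 5 dpr and 6.73% (5.79 to 7.77) of the mature callus, a share 4.27-fold lower. At 14 dpr the order was the opposite, with 7.50% (7.09 to 7.92) in the immature and 32.8% (31.6 to 34.1) in the mature callus, 4.38-fold higher. B cell-like cells were lower in the mature callus on both days, at 0.665% against 3.07% at 5 dpr and 1.50% against 18.7% at 14 dpr, though the 5 dpr difference of −2.41 percentage points was −0.113 under the stricter filter. Neutrophil-like cells were lower as well, at 6.18% against 19.7% and 4.18% against 18.5%. Macrophage-like cells made up 22.9% of the immature and 25.3% of the mature callus at 5 dpr, and 11.4% and 24.8% at 14 dpr. A share also depends on how many cells of other classes its library held. In cells, the immature and mature libraries at 14 dpr held 1166 and 1883 osteochondrogenic-like, 1772 and 1423 macrophage-like and 819 and 731 endothelial-like ones. By number the immature library thus held more macrophage-like and endothelial-like cells, although their shares were lower in it. It also held 2909 B cell-like, 2882 neutrophil-like and 1352 granulocyte-monocyte progenitor-like cells, against 86, 240 and 107 in the mature library. Shares without these classes were not computed, so the 14 dpr differences in share of the other classes may in part reflect them.

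Erythrocyte-like cells were 48.6% of the mature library at 5 dpr and 2.32% of the immature library, and 5.94% and 10.4% at 14 dpr. Erythroblast-like cells were higher in the immature callus, at 2.97% against 0.156% and 13.6% against 3.50%, and granulocyte-monocyte progenitor-like cells were too, at 6.15% against 1.56% and 8.69% against 1.87%. Among cells outside the erythroid classes, the osteochondrogenic-like share was 30.3% (immature) and 13.1% (mature) at 5 dpr, and 9.86% and 36.3% at 14 dpr. The macrophage-like share on that basis was 24.2% and 49.3% at 5 dpr, and 15.0% and 27.4% at 14 dpr. Endothelial-like cells were 6.96% (immature) and 4.15% (mature) of all kept cells at 5 dpr, an order that turned when erythroid cells were left out (7.35% and 8.09%), and 5.27% and 12.7% at 14 dpr. Pericyte- or smooth muscle-like cells were 1.21% and 5.96% at 14 dpr.

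The classes were rebuilt here from marker genes and may differ from those of the study. Clustering without the genes compared below and without the class's own markers gave differences of −21.9 and 25.3 percentage points (mature minus immature) for the osteochondrogenic-like share, against −22.0 and 25.3 with all genes. The upper limit on genes per cell removed 13.7% and 22.2% of the osteochondrogenic-like barcodes of the immature and mature libraries at 5 dpr, and the stricter filter, which dropped that limit but also asked for more genes and fewer mitochondrial UMIs, gave a difference of −14.4 points. The macrophage-like difference at 5 dpr was 2.39 points (0.496 to 4.33) and went the other way without a filter (−1.24) and at a clustering resolution of 0.5 (−1.62).

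**Figure D1:**
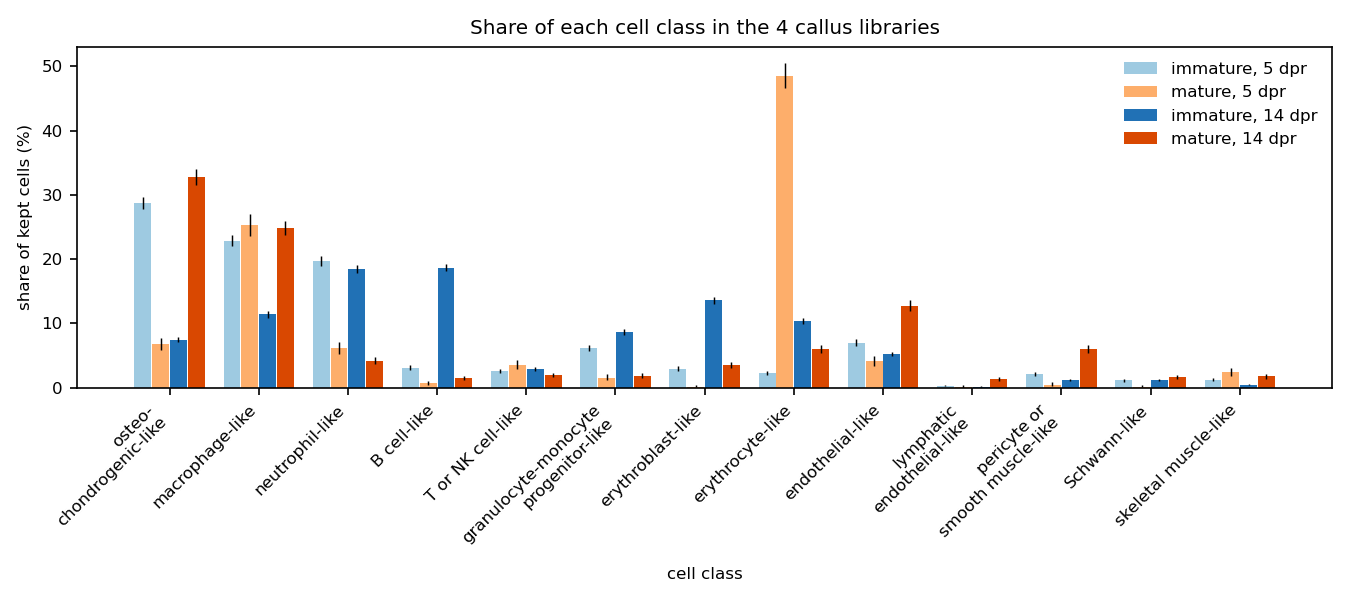
Share of kept cells (percent) in each of 13 cell classes, one bar per library, with lines for 95% Clopper-Pearson intervals. The osteochondrogenic-like share was 28.7% and 6.73% in the immature and mature calluses at 5 dpr and 7.50% and 32.8% at 14 dpr.

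The second comparison asked whether cartilage, bone and Hedgehog genes were lower in the osteochondrogenic-like cells of mature calluses at 5 dpr. Cartilage genes were lower nearly throughout. Of 25 measured members of the chondrogenic list, 23 were at least 2-fold lower in the mature cells, 1 (Epyc) was higher and 1 (Sox5) lay between, and the list's median log2 ratio of CPM (UMIs of the gene per 1000000 UMIs of the class), mature over immature, was −3.87 (−4.01 to −3.04), which is 14.6-fold lower. Sox9, the transcription factor that directs chondrocyte formation, was at 158 CPM in the immature and 53.1 CPM in the mature cells (log2 ratio −1.58, −1.93 to −1.24). Col2a1, the main collagen of cartilage, was at 1785 and 28.7 CPM (−5.96, −6.45 to −5.51), and the cartilage proteoglycan Acan at 1099.9 and 75.2 CPM (−3.87, −4.17 to −3.59). The 39 Col2a1 UMIs of the mature cells lay in 1 of 38 cells with a Runx2 UMI and in 1.49% of 134 cells without. Chad, Snorc and the hypertrophic collagen Col10a1 had no UMI in the 172 mature cells, which put them at least 61.9-, 56.9- and 34.4-fold lower, computed from the floor of 3 UMIs over the class. Epyc was at 4.34 and 28.7 CPM (2.73, 2.18 to 3.24).

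Bone genes were also lower. Of 21 measured osteogenic genes, 17 were at least 2-fold lower and none was 2-fold higher (median log2 ratio −2.27, −2.56 to −1.96). Sp7, a transcription factor needed for osteoblast formation, was at 52.3 and 5.16 CPM (−3.34, −4.66 to −2.30), Ibsp, which encodes bone sialoprotein, at 7762 and 267 CPM (−4.86, −5.02 to −4.71), and the phosphatase gene Alpl at 584 and 10.3 CPM (−5.82, −6.69 to −5.08). Runx2 differed less, at 71.7 and 51.6 CPM (−0.47, −0.84 to −0.13), and so did Col1a1 (26159.9 and 15707 CPM, log2 ratio −0.74, −0.76 to −0.72). None of 10000 random lists of matched expression had a median as low as the chondrogenic or the osteogenic list, a description of these libraries only, and the median over all genes was 0.16.

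Hedgehog genes differed from one another. Ptch1, the receptor and target gene, was at 72.0 and 13.3 CPM (−2.44, −3.20 to −1.78), and Gli1, a transcription factor that the pathway induces, at 16.2 and 2.95 CPM (−2.46, −4.34 to −1.10). The ligand gene Ihh and the inhibitor gene Hhip had no UMI in the mature cells and were at least 3.56- and 2.70-fold lower, and Gli2 was at −1.74 (−4.03 to −0.18) on 3 UMIs in the mature cells. Smo was at 65.0 and 60.4 CPM (−0.10, −0.44 to 0.21), and the co-receptor gene Gas1 was higher in the mature cells (141 and 502 CPM, log2 ratio 1.84, 1.72 to 1.95). Of the 12 genes, 5 were at least 2-fold lower, 1 was higher and 6 lay between (median log2 ratio −0.22, −0.81 to 0.05).

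Senescence and inflammatory factor genes were higher in the mature cells at 5 dpr, 11 of 19 by at least 2-fold and 3 lower (median log2 ratio 1.13, 0.83 to 1.22), among them Cxcl1 (421 and 2207 CPM, log2 ratio 2.39, 2.33 to 2.45) and Il6 (2.16, 1.88 to 2.43). The largest differences toward the mature cells also included the eotaxin gene Ccl11 (15.5 and 149 CPM), the hyaluronan synthase gene Has1 (48.5 and 369), Apod (141 and 933), Ptx3 (41.7 and 258) and Tnfaip6 (168 and 858). Immediate-early and stress genes were higher for 6 of 13 members and lower for none (median 0.92), with Hspa1a at 2.17 (2.05 to 2.30). Progenitor and fibroblast genes included Ly6a (1.94, 1.86 to 2.02), Pi16 (1.76, 1.50 to 2.02) and Dpp4 (2.35, 1.44 to 3.16) among 5 higher of 17, with Grem1 lower. Tendon genes were lower for 4 of 8 (median −0.86), with Fmod at −3.17 (−3.41 to −2.93) and Scx at −1.19 (−1.52 to −0.88).

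The lists below had medians closer to 0 at 5 dpr than the chondrogenic and osteogenic lists. The TGF-β and BMP list had 1 gene at least 2-fold higher (Tgfbr3) and 4 lower of 25 (median −0.19), with Tgfb1 at −1.53 (−1.96 to −1.14), Smad4 at 0.23 (−0.08 to 0.53), Tgfbr1 at 0.36 (−0.05 to 0.74) and Tgfbr2 at 0.27 (0.08 to 0.46). Fibrosis and matrix genes were higher for 3 and lower for 1 of 23 (median 0.15, or −0.29 with each cell weighing the same), and Fn1 was at 3214 and 2149 CPM (−0.58, −0.63 to −0.53). Adipogenic genes were higher for 3 and lower for 2 of 11 (median 0.55), hypoxia and glycolysis genes higher for 1 and lower for 1 of 14 (median −0.14), and proliferation genes higher for 1 of 17 (Rrm2) with none lower (median 0.27, with Mki67 0.52, 0.20 to 0.82). In the alternatives run the hypoxia and glycolysis median lay between −0.19 and 0.38. The proliferation median was −0.24 against an immature profile weighted to the mature sub-cluster make-up. Of the 11 genes that the study names in these cells, a list that is not independent of these libraries, 3 were lower (Sox9, Sp7 and Col2a1) and the others lay between (median −0.58). Nuclear RNAs, often raised in damaged cells, were higher for 3 and lower for 1 (Gm42418) of 6 (median 1.00), with Malat1 at 11959 and 25264 CPM. Haemoglobin took 5.25% of the UMIs of the mature cells and 0.254% of those of the immature cells, and the median depth was 3237.5 and 13467 UMIs.

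**Figure D2:**
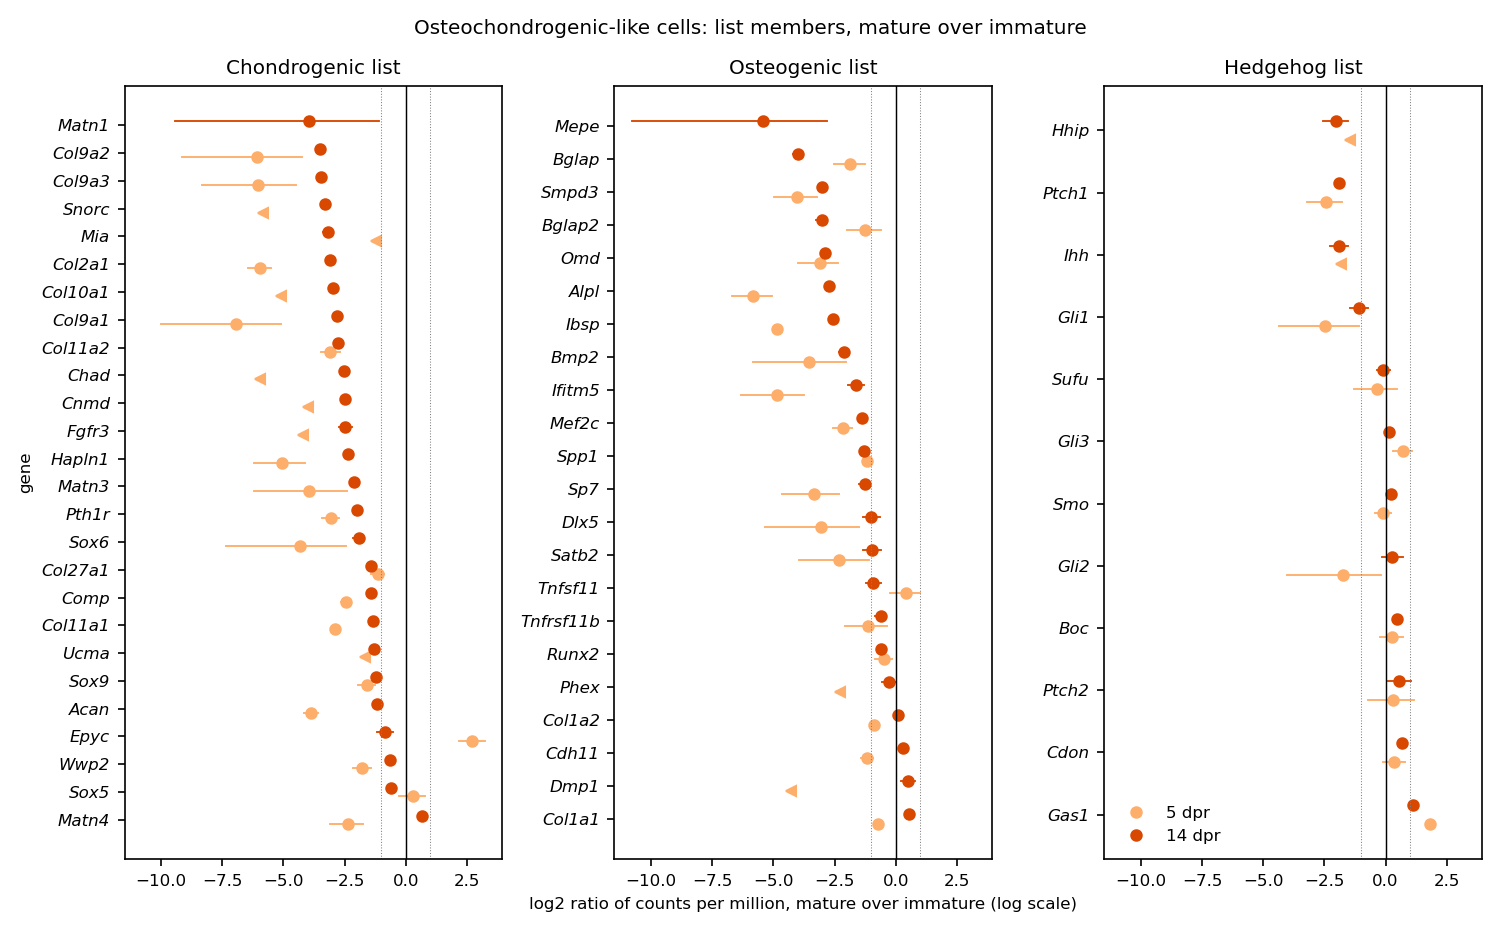
Log2 ratio of CPM, mature over immature, for each measured gene of the chondrogenic, osteogenic and Hedgehog lists in osteochondrogenic-like cells at 5 and 14 dpr, with lines for 95% intervals, left-pointing triangles for bounds against no UMI and dotted lines at a 2-fold difference. At 5 dpr 23 of 25 chondrogenic and 17 of 21 osteogenic genes lie at or beyond the left dotted line, and at 14 dpr 22 of 26 and 13 of 22.

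The make-up of the class differed between the libraries at 5 dpr. A sub-cluster led by Ibsp, Col2a1 and Chad held 44.5% of the immature cells (1135 cells) and 2.33% of the mature cells (4 cells). A sub-cluster led by the fibroblast genes C3 and Clec3b held 36.9% and 41.3%. A shallow sub-cluster led by haemoglobin genes, left unnamed, held 3.45% of the immature and 45.9% of the mature cells (79 of 172), at a median of 1188 UMIs in the mature library. Cells led by the cell cycle genes Top2a and Birc5 were 8.70% and 8.72%, and cells led by the neutrophil genes S100a9 and S100a8 5.41% and 1.16%. With the immature profile weighted to the mature make-up, by share of UMIs rather than of cells, the medians were −2.16 (chondrogenic) and −0.95 (osteogenic). Within the C3 and Clec3b sub-cluster alone they were −1.06 and −0.30. Under the stricter filter the chondrogenic median was −5.04.

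**Figure D3:**
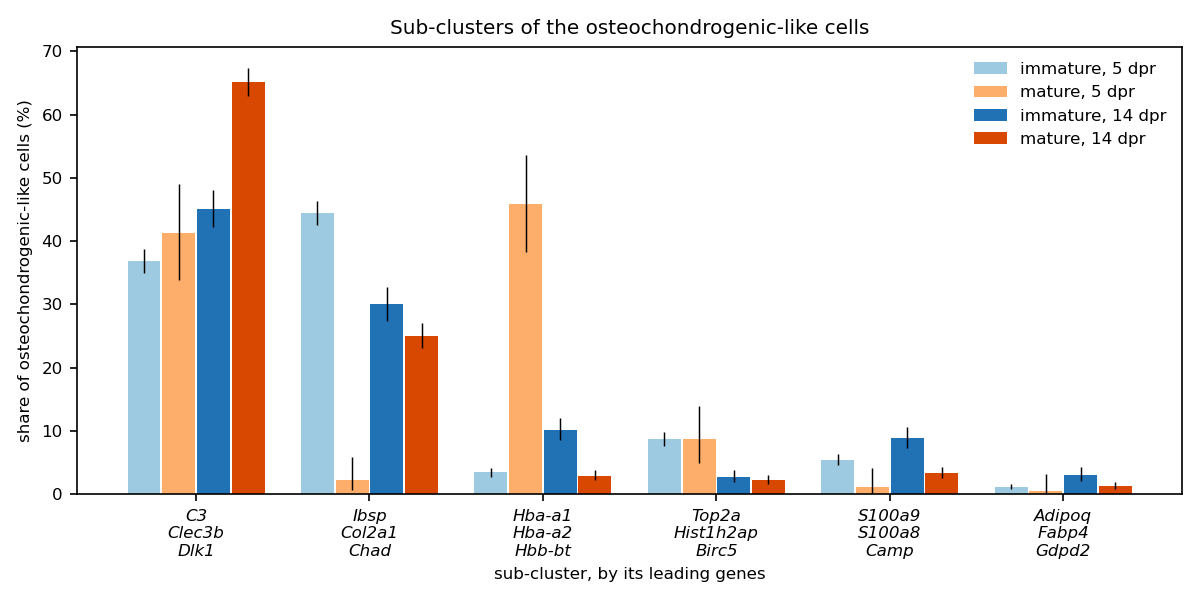
Share of osteochondrogenic-like cells (percent) in each of their sub-clusters, named by leading genes, one bar per library, with lines for 95% Clopper-Pearson intervals. The sub-cluster led by Ibsp and Col2a1 held 44.5% and 2.33% of the immature and mature cells at 5 dpr and 30.02% and 25.01% at 14 dpr.

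The third comparison asked whether the same gene groups differed between ages at 14 dpr, when the mature callus held more osteochondrogenic-like cells. Cartilage and bone genes were again lower in the mature cells, by less than at 5 dpr. Of 26 chondrogenic genes, 22 were at least 2-fold lower and none was 2-fold higher (median log2 ratio −2.24, −2.30 to −2.03, 4.72-fold lower), and 13 of 22 osteogenic genes were lower (median −1.27, −1.35 to −1.18). Sox9 was at 269 CPM in the immature and 114 CPM in the mature cells (−1.24, −1.31 to −1.16), Sp7 at 31.5 and 13.01 CPM (−1.27, −1.50 to −1.05) and Col2a1 at 15319.5 and 1786 CPM (−3.10, −3.12 to −3.09). Bglap, which encodes osteocalcin, was at 162 and 10.1 CPM (−4.00, −4.21 to −3.80), and Ibsp at 4461 and 754 CPM (−2.57, −2.59 to −2.54), while Col1a1 was at 18590.3 and 26927 CPM (0.53, 0.53 to 0.54).

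Of 12 Hedgehog genes at 14 dpr, 4 were at least 2-fold lower (Ptch1 −1.91, Ihh −1.90, Gli1 −1.09 and Hhip −2.04) and Gas1 was higher (1.13, 1.07 to 1.18), while Gli2 was at 0.28 (−0.14 to 0.70) and the list median at 0.19 (0.00 to 0.28). Tendon genes were higher in the mature cells for 5 of 8 members (median 1.14, 0.98 to 1.33), among them Tnmd, which encodes tenomodulin (152 and 616 CPM, log2 ratio 2.02, 1.95 to 2.09), Thbs4 (1.70, 1.66 to 1.73) and Scx (1.24, 1.08 to 1.39). Senescence and inflammatory factor genes were higher for 6 and lower for 3 of 20 (median 0.44), with Il6 (2.06, 1.90 to 2.23) and Cxcl1 (1.78, 1.74 to 1.83) higher and Cdkn1a lower (−1.73, −1.81 to −1.66). The adipsin gene Cfd was at 0.159 and 58.3 CPM, a log2 ratio of 8.52 (6.66 to 11.56) on 2 UMIs in the immature cells, the opposite of 5 dpr (15.9 CPM in the immature and no UMI in the mature cells, at least 7.17-fold lower), in an adipogenic list with 2 of 11 members higher (median 0.55). Adipoq, which is not on that list, was lower in the mature cells at 14 dpr (38.2 and 9.56 CPM). The largest differences toward the immature cells also included Wif1 (−3.46, −3.60 to −3.32), Panx3 (−3.39, −3.59 to −3.20), Car8 (−4.03, −4.35 to −3.73) and Prkg2 (−3.22, −3.46 to −2.98), and those toward the mature cells Rrad (2.52, 2.40 to 2.64), Nr1d1 (2.59, 2.31 to 2.87), Cxcl10 (2.22, 2.10 to 2.34) and Myoc (1.96, 1.74 to 2.19).

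Proliferation genes were lower in the mature cells at 14 dpr for 9 of 17 (median −1.03, with Mki67 −1.95), but the median was −0.02 once free RNA was subtracted. Fibrosis and matrix genes were higher for 1 (Cthrc1, 1.41, 1.37 to 1.46) and lower for 1 (Ccn2) of 23 (median 0.34), with Fn1 at −0.04 (−0.05 to −0.02) and Postn at 0.82 (0.81 to 0.84). The TGF-β and BMP list had none higher and 3 lower of 26 (median 0.02, with Tgfb1 −1.26, Smad4 0.01), progenitor and fibroblast genes 2 higher and 2 lower of 17 (median 0.26, with Ctsk 1.33, 1.27 to 1.39), hypoxia and glycolysis genes 1 higher and 2 lower of 15 (median −0.37), immediate-early and stress genes 1 higher and none lower of 13 (median 0.43, or 1.55 with doublets removed at the expected rate), and the genes that the study names 3 lower of 11 (median −0.04). No nuclear RNA differed by 2-fold (median −0.09), haemoglobin took 2.10% (immature) and 0.519% (mature) of the UMIs, and the median depth was 10174.5 and 10805 UMIs per cell.

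At 14 dpr the Ibsp, Col2a1 and Chad sub-cluster held 30.02% of the immature and 25.01% of the mature cells, and the C3 and Clec3b sub-cluster 45.1% and 65.2%. Within the first of these, Sox9 was at 690.1 and 412 CPM, Col2a1 at 45609 and 9315 CPM and Ibsp at 12978 and 3928 CPM in the immature and mature libraries. Within the C3 and Clec3b sub-cluster alone the chondrogenic and osteogenic medians were −0.26 and −0.15. With the highest doublet scores removed at the expected rate they were −1.69 and −0.35, and the progenitor and fibroblast median went to −0.17.

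The fourth comparison followed the osteochondrogenic-like cells of each age from 5 to 14 dpr. Cartilage genes were higher at 14 dpr in both ages. In immature cells 15 of 26 chondrogenic genes were at least 2-fold higher and none lower (median log2 ratio, 14 over 5 dpr, 1.66, 1.57 to 1.83), and in mature cells 21 of 25 with 1 lower, Epyc (median 2.88, 2.60 to 3.29). Col2a1 went from 1785 to 15319.5 CPM in the immature and from 28.7 to 1786 CPM in the mature cells, so that the mature class level at 14 dpr was close to the immature one at 5 dpr. The make-up of the mature class also differed between the days, with few cells of the Ibsp, Col2a1 and Chad sub-cluster at 5 dpr. No weighted profile was run between days, so differences within cells were not told apart from differences in make-up. Chad, Snorc and Col10a1, without a UMI in the mature cells at 5 dpr, were at 255, 107 and 61.0 CPM there at 14 dpr, at least 115-, 48.4- and 27.6-fold higher.

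Osteogenic genes were higher for 4 and lower for 2 of 22 in the immature cells (median 0.02, with Bglap 1.40, Ifitm5 −2.90, Dmp1 −1.76), and higher for 10 and lower for 1 of 21 in the mature cells (median 0.92, with Ibsp 1.50, Alpl 2.26). Proliferation genes differed by less than 2-fold in the immature cells (median 0.01) and were lower at 14 dpr for 16 of 17 in the mature cells (median −1.58, with Top2a −2.55, Mki67 −1.73). Tendon genes were lower for 3 of 8 in the immature (median −0.69, with Scx −2.07, Tnmd −1.22) and higher for 3 of 8 in the mature cells (median 0.60, with Fmod 2.75, Tnmd 1.94). The named genes with the largest differences were Serpinb2 (4.70, 4.43 to 4.98), Barx2 (4.18, 3.94 to 4.43) and Il1rl1 (3.84, 3.68 to 4.00) higher and the imprinted genes Mest (−2.69, −2.75 to −2.63) and Igf2 (−1.71, −1.85 to −1.58) lower at 14 dpr in the immature cells. Apod (−2.15, −2.24 to −2.05) and Rsad2 (−2.28, −2.61 to −1.94) were lower at 14 dpr in the mature cells.

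Hedgehog genes had a median between days of 0.37 in the immature and 0.64 in the mature cells, TGF-β and BMP genes of 0.30 and 0.25, and fibrosis and matrix genes of −0.01 and 0.07. The medians of progenitor and fibroblast genes were 0.41 and 0.20, with Dpp4, Ly6a and Cd34 at least 2-fold higher in the immature cells, and those of adipogenic genes 0.24 and 0.46. Senescence and inflammatory factor genes were higher for 7 of 20 in the immature cells (median 0.34), and higher for 4 and lower for 5 of 19 in the mature cells (median 0.20), where Cxcl1 was lower. Hypoxia and glycolysis genes had medians of 0.68 and −0.06, with Vegfa at 1.63 (1.49 to 1.76) and 1.27 (0.64 to 1.97). Medians were 0.46 and 0.10 for immediate-early and stress genes, 0.28 and −0.66 for nuclear RNAs and 0.30 and 0.87 for the genes that the study names. The medians over all genes were 0.15 and −0.05, and the mature chondrogenic median was 3.72 when each cell weighed the same.

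The fifth comparison asked what share of osteochondrogenic-like cells carried the genes the study follows, after each cell was thinned to 2000 UMIs, which left out 61 and 67 shallower cells of the immature and mature libraries at 5 dpr and 65 and 49 at 14 dpr. Sox9 was found in 20.3% (18.8 to 22.0) of the immature and 5.71% (2.13 to 12.0) of the mature cells at 5 dpr, and in 25.1% and 14.9% at 14 dpr. Without thinning the shares were 54.7%, 20.9%, 44.6% and 37.3%, and the gene was found in neutrophil-like cells, which should lack it, in at most 0.669% in any library. Sp7 was found in 7.87% of the immature cells at 5 dpr and in 0 of 105 mature cells, which allows a share of cells with a UMI at that depth of up to 2.86% (3 of 105 cells), and in 4.72% and 3.11% at 14 dpr (without thinning 26.3%, 1.74%, 16.6% and 7.12%) and in at most 0.167% of neutrophil-like cells. Ptch1 was found in 11.2%, 3.81%, 13.6% and 5.29% (without thinning 34.8%, 4.65%, 29.0% and 14.4%) and in at most 0.156% of neutrophil-like cells.

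Runx2 was found in 12.6%, 13.3%, 14.4% and 9.76% of cells (immature and mature at 5 dpr, then at 14 dpr), against 4.93%, 7.46%, 4.14% and 6.85% of neutrophil-like cells (without thinning 47.0%, 22.1%, 42.3% and 35.7% of the osteochondrogenic-like cells), and no order was read between the ages at 5 dpr because it goes against the CPM. Of the cells with a Runx2 UMI, 22.5% also had Sox9 in the immature library at 5 dpr, 0 of 14 cells in the mature library, and 30.8% and 16.2% at 14 dpr, against 20.0%, 6.59%, 24.1% and 14.7% of the cells without Runx2 (without thinning 63.2%, 12 of 38 cells, 56.2% and 45.8%, against 47.2%, 17.9%, 36.1% and 32.6%). Col2a1 was found with Runx2 in 45.9% (38.0 to 54.0) of such cells in the immature library at 14 dpr and in 19.6% (14.0 to 26.1) in the mature library, against 28.0% and 9.24% of the cells without Runx2 and 11.9% and 4.79% of neutrophil-like cells (without thinning 59.0% and 20.5%, against 40.6% and 16.4%). At 5 dpr the share of all cells with Col2a1 was 16.2% in the immature and 0.952% in the mature library (without thinning 47.3% and 1.74%), against 13.7% of immature neutrophil-like cells. That 13.7% is not read as the background of the class. Free RNA was estimated at 41.5% of UMIs in those neutrophil-like cells and at 10.5% in the osteochondrogenic-like cells. By CPM, Col2a1 was at 79.7 in the former and 1785 in the latter. Fn1 was found in most cells of every library (88.6% to 95.7%, against 4.48% to 13.01% of neutrophil-like cells, and 70.9% to 98.4% without thinning), so its overlap with Runx2 was not read.

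Smad4 was found in 12.0% (9.33 to 15.2) of the immature cells with a Sox9 UMI and in 1 of 6 such mature cells at 5 dpr, so a difference was not detectable at this depth, and in 16.3% (12.1 to 21.2) and 11.7% (8.16 to 16.1) at 14 dpr, with overlapping intervals. Without thinning these shares were 57.5%, 44.4%, 54.0% and 52.4%. The thinned share in neutrophil-like cells was 8.44%, 8.96%, 9.14% and 11.6%, which is not read as background because these cells may express Smad4 themselves. Median depths were 13467, 3237.5, 10174.5 and 10805 UMIs in osteochondrogenic-like cells and 2650, 3572, 1708 and 2315.5 UMIs in neutrophil-like cells.

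The sixth comparison asked how immune cells differed between ages, with Ccr2 in macrophages, Ighm in B cells and the candidate ligand genes Tgfb1, Il1b, Spp1, Gpi1 and Apoe as the genes of interest. In macrophage-like cells at 5 dpr Ccr2, the receptor that draws monocytes into tissue, was at 91.5 CPM in the immature and 143 CPM in the mature callus (0.65, 0.53 to 0.77), while the receptor gene Cx3cr1 was lower in the mature callus (116 and 36.1 CPM, log2 ratio −1.68, −1.88 to −1.48). The 5 dpr ratio was 0.33 without a filter on cells and 1.04 within the sub-cluster led by Ccl8 and Pf4. At 14 dpr Ccr2 was at 109 and 105 CPM (−0.05, −0.18 to 0.08). The cytokine gene Il1b was higher in mature macrophage-like cells on both days (1.14 and 0.61), Tgfb1 was lower (−0.71 and −0.34), Spp1 was higher at 5 dpr (0.62, 0.61 to 0.64) and lower at 14 dpr (−0.36, −0.39 to −0.33), and the lipid carrier gene Apoe was at −0.21 (−0.22 to −0.20) and 1.00 (0.99 to 1.01). Of these 5 ligand genes, 1 passed 2-fold at 5 dpr (Il1b) and 1 at 14 dpr (Apoe), with medians of −0.11 and −0.13, and Gpi1 was at −0.11 (−0.19 to −0.03) and −0.13 (−0.21 to −0.05).

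Inflammatory macrophage genes had a median of −0.51 at 5 dpr (1 higher and 2 lower of 13, Cxcl9 at −2.52, −3.27 to −1.85) and 0.34 at 14 dpr (2 higher, Cxcl9 at 1.81 and Il1a at 1.24). Repair genes had medians of −0.24 (1 higher, 2 lower of 16; Fn1 −1.50, Arg1 −1.20, Lyve1 1.49) and 0.17 (2 higher, 1 lower; Il10 1.26, Igf1 1.07, Retnla −1.79), and the latter median turned at resolution 0.5 (−0.01) and with free RNA subtracted (−0.07). Osteoclast genes were lower at 14 dpr for 4 of 9 (median −0.70), with Mmp9 at 124 and 23.4 CPM (−2.40, −2.61 to −2.20) and Nfatc1 at −1.09 (−1.27 to −0.92), and had a median of −0.11 at 5 dpr. The 14 dpr osteoclast median was −0.32 under the stricter filter and −0.14 with doublets removed at the expected rate. Antigen presentation genes had medians of 0.20 and 0.56 with no member past 2-fold (H2-Aa 0.25 and 0.62), chemokine receptor genes −0.04 and −0.05, interferon genes −0.04 (2 lower, Ifit1 and Rsad2) and −0.03, and immediate-early and stress genes −0.08 and 0.38. The antigen presentation median at 5 dpr turned to −0.22 without a filter on cells.

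Proliferation genes in macrophage-like cells had a median of 0.18 at 5 dpr and −1.46 at 14 dpr, the latter turning to 0.44 with free RNA subtracted, and nuclear RNAs 0.26 and −0.39. Within the sub-cluster led by Ccl8 and Pf4 the proliferation median at 5 dpr was −0.37. The named genes with the largest differences were the growth factor gene Gdf3 (2.15 at 5 dpr and 2.46 at 14 dpr), Areg (2.03, 1.89 to 2.16) and Chil3 (1.71, 1.62 to 1.79) higher in the mature cells at 5 dpr, and Gdf15 (1.85, 1.80 to 1.90) and Cxcl1 (1.75, 1.71 to 1.79) at 14 dpr. Egr1 (−2.08, −2.15 to −2.01), the iron exporter gene Slc40a1 (−2.23, −2.56 to −1.91) and Cd5l (−1.93, −2.26 to −1.60) were lower in the mature cells at 5 dpr, and the monocyte gene Ly6c2 (−2.68, −2.93 to −2.43) and Runx3 (−1.94, −2.17 to −1.71) at 14 dpr. The sub-cluster led by Ccl8, Pf4 and Spp1 held 79.3% and 74.9% of the cells at 5 dpr and 71.3% and 92.1% at 14 dpr, that led by the monocyte genes Plac8 and Ly6c2 9.10%, 8.36%, 10.1% and 3.65%, and that led by the osteoclast genes Mmp9, Ctsk and Acp5 with Top2a 8.80%, 15.2%, 3.10% and 2.32%. A small sub-cluster carried B cell genes (Cd79a, Ebf1 and Vpreb3) and held 3.39% of the immature class at 14 dpr, and one led by erythroid genes (Slc4a1 and Car2) 10.1%. The medians over all genes were −0.20 and −0.13, and the osteoclast median at 5 dpr was positive without a filter (0.28) and under the stricter filter (0.53).

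Neutrophil-like cells of the mature callus had more Il1b RNA on both days, with 3068 and 8877 CPM at 5 dpr (1.53, 1.49 to 1.57) and 1682 and 6177 CPM at 14 dpr (1.88, 1.83 to 1.93). The chemokine gene Cxcl2 (1.45 and 1.25) and the cyclooxygenase gene Ptgs2 (1.05 and 1.95) were higher too, in an activation list with 3 of 12 higher at 5 dpr and 4 higher and 1 lower of 13 at 14 dpr (medians 0.14 and 0.59), though the latter median was −0.08 under the stricter filter. Free RNA was estimated at 41.5% of UMIs in the immature and 6.35% in the mature neutrophil-like cells at 5 dpr. A larger share of free RNA lowers the CPM of genes that the class itself makes. The 5 dpr ratios of Il1b, Cxcl2 and Ptgs2 may therefore be too large, and their values with free RNA subtracted are not given here. At 14 dpr the estimates were close to each other, at 54.5% and 53.0%. Interferon genes were higher at 5 dpr for 2 of 12 (Ifit3 2.02, 1.49 to 2.53; median 0.73, or 1.43 with free RNA subtracted) and had a median of 0.14 at 14 dpr. Neutrophil precursor genes were lower for 3 of 11 at 5 dpr (Fcnb −2.64, −3.78 to −1.71; median −0.74) and higher for 3 and lower for 1 at 14 dpr (Prtn3 3.32, Elane 2.06; median −0.15).

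Tnfsf9 (3.31, 2.88 to 3.74) and Ccl2 (2.88, 2.56 to 3.19) were among the named genes higher in mature neutrophil-like cells at 5 dpr, and Cxcl3 (3.48, 3.19 to 3.78) and Wfdc17 (3.19, 2.99 to 3.38) at 14 dpr. The chaperone genes Hsp90aa1 (−2.07 and −2.49) and Hyou1 (−3.50 and −3.37) were lower on both days, and immediate-early and stress genes had medians of −0.53 and −0.94, or −0.02 and −2.18 with free RNA subtracted. Proliferation genes had medians of 0.08 and −1.46, or 2.41 and 1.32 with free RNA subtracted, which was estimated at 41.5% of UMIs in the immature and 6.35% in the mature neutrophil-like cells at 5 dpr and at 54.5% and 53.0% at 14 dpr. Nuclear RNAs had medians of −0.09 and −0.16 (0.89 and −0.23 with free RNA subtracted), and all genes −0.27 and −0.10.

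B cell-like cells could be compared at 14 dpr only, because the mature library of 5 dpr held 17 of them. Ighm, the gene of the IgM heavy chain, was at 3548 CPM in the immature and 4587 CPM in the mature callus (0.37, 0.28 to 0.46). Mature B cell genes had none higher and 1 lower of 14 (Fcer2a −1.20, −2.34 to −0.27; median 0.32), and B precursor genes none past 2-fold of 13 (Vpreb1 0.95, 0.71 to 1.19; median 0.25). The plasma cell gene Jchain was lower in the mature cells (409 and 4.33 CPM, log2 ratio −6.56, −11.87 to −4.08, on 1 UMI), and Hes1 (−3.11, −4.99 to −1.75) and Satb1 (−2.42, −3.23 to −1.72) were lower as well, while Ly6a was higher (2.23, 1.60 to 2.80). Medians of the other lists were −0.45 (proliferation, 3 lower of 17), 0.16 (interferon, 1 higher and 3 lower of 10, with 2.38 once free RNA was subtracted) and −0.04 (candidate ligands; Apoe 1.32, Spp1 −1.49), with 2909 immature and 86 mature cells and free RNA estimated at 45.5% and 43.6% of UMIs.

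The last comparison asked how endothelial-like cells differed between ages, since the study stains vessels in the callus. Leukocyte adhesion genes were lower in the mature cells at 5 dpr for 5 of 8 (median −1.27, −1.58 to −0.90), with Icam1 at 518 and 101 CPM (−2.36, −2.82 to −1.93), Selp at −1.92 (−2.27 to −1.59) and Vcam1 at −1.69 (−2.37 to −1.08). At 14 dpr none of them passed 2-fold (median −0.51, with Icam1 −0.62). Angiogenic genes were higher at 5 dpr for 3 of 14 (Pgf 2.04, Apln 1.25, Esm1 1.20) with none lower, and the medians were 0.05 and 0.00. Immediate-early and stress genes were lower at 5 dpr for 11 of 13 (median −1.25, with Fos −1.89, −2.20 to −1.59) and had a median of −0.12 at 14 dpr.

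The named genes lower in mature endothelial-like cells at 5 dpr included Gadd45b (−3.18, −4.03 to −2.46), Cxcl1 (−2.64, −3.14 to −2.17) and Tnfaip3 (−3.19, −4.65 to −2.06), and Edn1, which encodes endothelin, was higher (2.05, 1.80 to 2.29). The platelet genes Gp9 (4.20, 3.43 to 4.99), Ppbp (2.62, 2.25 to 2.97) and Clec1b (2.54, 1.82 to 3.22) were higher as well. At 14 dpr Sox18 (2.07, 1.90 to 2.23) and Gja5 (2.06, 1.60 to 2.55) were higher and Adamts5 (−1.89, −2.33 to −1.47) lower. Nuclear RNAs had medians of 0.21 and −0.46, with Malat1 at 1.10 (1.08 to 1.13) at 5 dpr, and the median depth was 6565 (immature) and 2608 (mature) UMIs at 5 dpr and 2919 and 4243 at 14 dpr. When each cell weighed the same, Ppbp and Clec1b at 5 dpr were at −0.17 and −0.32.

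In the GRCm38 mouse genome, Sox9 (ENSMUSG00000000567) lies on chromosome 11 at 112782224 to 112787760, Col2a1 (ENSMUSG00000022483) on chromosome 15 at 97975602 to 98004695, Sp7 (ENSMUSG00000060284) on chromosome 15 at 102356606 to 102367182 and Ibsp (ENSMUSG00000029306) on chromosome 5 at 104299171 to 104311469. Ptch1 (ENSMUSG00000021466) lies on chromosome 13 at 63508328 to 63573598, Tnmd (ENSMUSG00000031250) on chromosome X at 133850980 to 133865577, Ccr2 (ENSMUSG00000049103) on chromosome 9 at 124101950 to 124113557 and Ighm (ENSMUSG00000076617) on chromosome 12 at 113418558 to 113422730.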

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

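Results are given here where a class share or a list median differed between ages with opposite signs at 5 and 14 dpr in these libraries and neither counting interval held 0. Single genes were not screened in this way. The difference between the days was not tested, since each group is 1 library. Of the tests below, those of leaving out shallow cells and of subtracted free RNA were fixed before the result was seen. Leaving out shallow cells is also listed below among the alternatives chosen after the data were seen. Those of the UMIs in shallow cells, of equal depth per cell, of the sub-cluster make-up, of Ccr2 in neutrophil-like cells and of B cell precursor genes were chosen after.

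Among cell classes, the mature minus immature share was −22.0 and 25.3 percentage points for osteochondrogenic-like cells (5 and 14 dpr), 46.2 and −4.41 for erythrocyte-like cells and −2.82 and 7.48 for endothelial-like cells. It was −1.63 and 4.75 points for pericyte- or smooth muscle-like cells, 1.03 and −0.922 for T or NK cell-like cells and −0.968 and 0.387 for Schwann-like cells. Outside the erythroid classes the endothelial-like difference at 5 dpr was 0.733, so its change of sign did not hold on that basis, and the interval of the Schwann-like difference at 14 dpr (0.166, −0.255 to 0.622) held 0. The T or NK cell-like difference at 5 dpr was 4.27 points on that basis.

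Among gene lists in osteochondrogenic-like cells, the median log2 ratio, mature over immature, was −0.86 and 1.14 for tendon genes (5 and 14 dpr), 0.27 and −1.03 for proliferation genes and 1.00 and −0.087 for nuclear RNAs. In macrophage-like cells it was 0.18 and −1.46 for proliferation genes, −0.51 and 0.34 for inflammatory genes, −0.24 and 0.17 for repair genes, −0.083 and 0.38 for immediate-early and stress genes and 0.26 and −0.39 for nuclear RNAs. Nuclear RNAs in endothelial-like cells were at 0.21 and −0.46. The change of sign did not hold under every alternative. Against the weighted immature profile the 5 dpr median was −0.24 for proliferation genes in osteochondrogenic-like cells and, in macrophage-like cells, −0.28 for proliferation and 0.030 for stress genes. In macrophage-like cells proliferation genes were also at −0.37 at 5 dpr within the sub-cluster led by Ccl8 and Pf4. At 14 dpr, with free RNA subtracted, they were at 0.44 and repair genes at −0.075, repair genes were at −0.012 at resolution 0.5, and stress genes were at −0.020 without a filter on cells.

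The lower chondrogenic genes of mature osteochondrogenic-like cells at 5 dpr (median −3.87) were weighed first. Leaving out cells with fewer than 2000 UMIs moved the median to −3.86 (−3.94 to −3.03), which decides little because these cells held 5.54% of the UMIs of the mature class. That share itself argues against them as the whole cause, since with no UMI of the listed genes they would lower the median by 0.082 at most. Over cells thinned to 2000 UMIs each the median was −2.16 (−2.48 to −1.78), where genes without a UMI entered at the floor. This decides little on a difference in depth per cell, since thinning leaves the expected proportion of each gene in a cell unchanged. Free RNA as estimated here is argued against as the whole cause, with −3.78 (−3.90 to −2.97) after its subtraction. That estimate may be too low where a library holds many red cells. The smaller number of cells of the sub-cluster led by Ibsp and Col2a1 may account for part of the difference. Against an immature profile weighted to the mature make-up the median was −2.16 (−2.27 to −1.77), so that number did not account for all under this weighting. Within the sub-cluster led by C3 and Clec3b alone the median was −1.06. The listed genes were left out when the sub-clusters were formed, so cells that differ in cartilage genes can lie in the same sub-cluster. The weighting does not cover make-up within sub-clusters, which stays open as a cause. Free RNA was not subtracted from these medians, and Col2a1 was at 79.7 CPM in immature neutrophil-like cells with no UMI in mature ones. Make-up and free RNA together were not tested as the whole cause. The age of the mice, the dissection of each callus and the handling of each library stay open and were not tested.

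The higher Ccr2 of mature macrophage-like cells at 5 dpr (0.65, 0.53 to 0.77) was weighed next. A larger share of sub-clusters with high Ccr2 is argued against, since the ratio against the weighted immature profile was 0.72 (0.60 to 0.84). After subtraction of free RNA the ratio was 0.60 (0.48 to 0.72), whose interval reached below the bound of 0.5 fixed for that test, so that test alone left free RNA open. The later test argued against it, since neutrophil-like cells of the mature library held no Ccr2 UMI, which allows at most 5.34 CPM, against a difference of 51.7 CPM between the macrophage-like classes. Age stays open and was not tested.

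The larger shares of B cell-like, erythroblast-like and granulocyte-monocyte progenitor-like cells in the immature callus at 14 dpr may come from bone marrow carried into the sample. Cells carried in would lower the shares of the other classes of that library. The erythroblast-like difference of −10.1 points lay between −15.4 and −3.90 in the alternatives run. Of 2909 B cell-like cells of that library, 34.9% (33.2 to 36.7) held a UMI of Vpreb1, Vpreb2, Igll1, Rag1, Rag2 or Dntt, genes of B cell precursors, against 2.29% of its neutrophil-like cells. The mature library of the same day had 32.6% of its 86 B cell-like cells with such a UMI, so marrow may be present in both and in differing amount. Marrow formed inside the callus would give the same values, and age and dissection stay open.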

How the results depend on the processing

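Alternatives chosen after the data were seen were removal of the highest doublet scores, clustering without the listed genes, cells with at least 2000 UMIs, single sub-clusters and the weighted immature profile. Over 19 results that answer a comparison, 147 alternative values were computed. Of these, 98 lay within the interval of the reported value, 47 moved outside it (those of Ccr2 and angiogenic genes at 14 dpr, near 0 as reported, also across 0), and 2 reversed, both of the macrophage-like share at 5 dpr. Over 79 further list medians and shares, 464 of 723 values lay within the interval, 234 moved and 25 reversed, in 17 results. A value counted as reversed only where the reported interval left out 0, so other values also crossed 0 without being counted. Among them were hypoxia and glycolysis genes in osteochondrogenic-like cells (up to 0.38) and nuclear RNAs in neutrophil-like cells (up to 0.89), both at 5 dpr. Of 828 values for 130 named genes 3 reversed, those of Ppbp (−0.17) and Clec1b (−0.32) in endothelial-like cells at 5 dpr with each cell weighing the same and of Tuba4a at 14 dpr (2.83) with free RNA subtracted. The difference in the osteochondrogenic-like share lay between −24.2 and −14.4 points at 5 dpr and between 20.2 and 36.0 at 14 dpr in the alternatives run. The chondrogenic median lay between −5.04 and −1.06 at 5 dpr and between −2.52 and −0.26 at 14 dpr, the osteogenic median between −3.04 and −0.30 at 5 dpr and between −1.43 and −0.15 at 14 dpr. The Hedgehog median lay between −0.80 and −0.14 at 5 dpr and between 0.088 and 0.25 at 14 dpr, and Ighm between 0.30 and 0.44. Among other shares, the range at 5 and 14 dpr was −5.51 to −0.479 and −15.4 to −3.90 (erythroblast-like), 0.338 to 5.93 and −2.08 to −0.941 (T or NK cell-like), −4.95 to −2.57 and −10.6 to −5.05 (granulocyte-monocyte progenitor-like) and −15.04 to −7.66 and −19.8 to −12.6 (neutrophil-like). The cause of the shifts below was not tested except where stated. Shares are mature minus immature in percentage points, and other values are log2 ratios or medians of mature over immature.

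Without a filter on cells the osteochondrogenic-like share at 14 dpr was 20.2, the macrophage-like share −1.24 at 5 dpr (reversed) and 11.2 at 14 dpr, and Ccr2 at 5 dpr 0.33. The chondrogenic median was −4.74 and −2.37 at 5 and 14 dpr and the osteogenic median −2.74 at 5 dpr. Reversed were antigen presentation (−0.22) and osteoclast genes (0.28) at 5 dpr and stress genes (−0.020) at 14 dpr in macrophage-like cells.

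Under the stricter filter the osteochondrogenic-like share was −14.4 and 36.0 at 5 and 14 dpr, the macrophage-like share at 5 dpr 23.0, the B cell-like share at 5 dpr −0.113 and Ccr2 0.39 and −0.23. The chondrogenic medians were −5.04 and −2.52 and the osteogenic medians −3.04 and −1.43. Reversed were antigen presentation (−0.013), osteoclast (0.53) and candidate ligand genes (0.021) in macrophage-like cells at 5 dpr and activation genes in neutrophil-like cells at 14 dpr (−0.076). Ighm gave no value, as too few B cell-like cells were left.

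At resolution 0.5 the osteochondrogenic-like share at 5 dpr was −24.2, the macrophage-like share −1.62 (reversed) and 14.9 at 5 and 14 dpr, Ccr2 at 5 dpr 1.00 and repair genes in macrophage-like cells at 14 dpr −0.012 (reversed). With each library clustered alone the macrophage-like share at 5 dpr was 5.84 and the B cell-like share −5.33. Outside the erythroid classes the 5 dpr shares were −17.2 (osteochondrogenic-like), 25.1 (macrophage-like) and 0.733 (endothelial-like, reversed), by construction through the many erythrocyte-like cells of the mature library. With doublets removed at the expected rate the 14 dpr values were 27.8 (osteochondrogenic-like share), 15.2 (macrophage-like share), −1.69 (chondrogenic), −0.35 (osteogenic) and −0.17 (progenitor and fibroblast, reversed).

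With free RNA subtracted, the 14 dpr medians were −2.33 (chondrogenic) and −1.39 (osteogenic). Proliferation genes reversed at 14 dpr, to 0.44 in macrophage-like and 1.32 in neutrophil-like cells, and so did repair genes in macrophage-like cells (−0.075). CPM without haemoglobin, mitochondrial and ribosomal protein genes gave −0.062 for angiogenic genes at 14 dpr and 0.00098 for interferon genes in macrophage-like cells at 5 dpr, just past 0 from −0.039.

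With each cell weighing the same, the chondrogenic medians were −3.06 and −1.85 at 5 and 14 dpr and 3.72 between days in mature cells, the osteogenic median at 14 dpr −1.09, Ccr2 at 5 dpr 0.89 and angiogenic genes at 14 dpr 0.14. Reversed were fibrosis and matrix genes (−0.29) and osteoclast genes (0.35) at 5 dpr, and mature B cell genes (−0.014) and stress genes in endothelial-like cells (0.084) at 14 dpr.

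Against the weighted immature profile the chondrogenic medians were −2.16 and −1.45, the osteogenic medians −0.95 and −0.75 and Ccr2 at 14 dpr 0.092. Reversed were proliferation genes at 5 dpr in osteochondrogenic-like (−0.24) and macrophage-like cells (−0.28), stress (0.030) and interferon genes (0.044) in macrophage-like cells at 5 dpr and progenitor and fibroblast genes at 14 dpr (−0.10). Within the sub-cluster led by C3 and Clec3b the chondrogenic medians were −1.06 and −0.26 and the osteogenic medians −0.30 and −0.15, with progenitor and fibroblast genes at 14 dpr (−0.14) reversed. Within the sub-cluster led by Ccl8 and Pf4, Ccr2 was at 1.04 and −0.20 at 5 and 14 dpr, and proliferation genes at 5 dpr were at −0.37 (reversed). The share of osteochondrogenic-like cells with a Sox9 UMI at 5 dpr differed by −14.6 points as reported, −33.8 without thinning and −8.12 when thinned to 1000 UMIs, since depth sets how many cells show a UMI.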

Other observations

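These values belong to no comparison of the report and were chosen after the data were seen. Ccr2 was also found in T or NK cell-like cells, at 266 CPM in the immature and 269 CPM in the mature callus at 5 dpr and 163 and 336 CPM at 14 dpr. In granulocyte-monocyte progenitor-like cells it was at 84.4 and 273 CPM at 5 dpr and 54.9 and 246 CPM at 14 dpr, higher in the mature callus on both days. That class held 547 and 40 cells at 5 dpr and 1352 and 107 at 14 dpr. When all barcodes were clustered, 290 and 8 kept cells carried its name at 5 dpr and 1022 and 35 at 14 dpr. Its make-up may thus differ between ages and was not examined. Within macrophage-like cells, the sub-cluster led by the monocyte genes Plac8 and Ly6c2 held the highest Ccr2 among the sub-clusters measured in each library, at 424 and 560.1 CPM at 5 dpr and 409 and 823 CPM at 14 dpr.

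No class of fat cells was formed. A small sub-cluster of the osteochondrogenic-like class was led by Adipoq, Fabp4, Cxcl12 and Lepr, genes shared by fat cells and marrow stromal cells, and held 29 and 1 cells of the immature and mature libraries at 5 dpr and 36 and 24 cells at 14 dpr. Adipoq over the whole class was at 9.28 CPM in the immature cells, with no UMI in the mature cells, at 5 dpr and at 38.2 and 9.56 CPM at 14 dpr. Skeletal muscle-like cells made up 1.19% and 2.43% of the kept cells at 5 dpr and 0.463% and 1.74% at 14 dpr, and lymphatic endothelial-like cells 0.281% and 0.117%, then 0.141% and 1.34%, in the same order of ages.

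A sub-cluster of macrophage-like cells led by Vcam1, Fcna and Slc40a1, genes of iron-recycling macrophages, held 0.590% of the class in the immature callus at 5 dpr and 1.98% at 14 dpr, and 0 of 646 cells and 0.0703% in the mature callus. One led by Prg4 held 1.03% and 0.155% at 5 dpr and no cell at 14 dpr. B cell-like cells with a UMI of a B cell precursor gene made up 29.7% of the class in the immature callus at 5 dpr and 1 of 17 in the mature callus.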
